# Long Non-Coding RNA and mRNA Expression Analysis in Liver of Mice With *Clonorchis sinensis* Infection

**DOI:** 10.3389/fcimb.2021.754224

**Published:** 2022-01-19

**Authors:** Su Han, Xue-Li Zhang, Xu Jiang, Xiang Li, Jian Ding, Li-Jiao Zuo, Shan-Shan Duan, Rui Chen, Bei-Bei Sun, Xin-Yi Hu, Yan-Nan Gao, Xiao-Li Zhang

**Keywords:** clonorchiasis, liver, long non-coding RNAs, mRNA, microarray analysis

## Abstract

Clonorchiasis is recognized as an important zoonotic parasitic disease worldwide. However, the roles of host long non-coding RNAs (lncRNAs) and messenger RNAs (mRNAs) in the response to *Clonorchis sinensis* (*C. sinensis*) infection remain unknown. Here we compared the expression of lncRNAs and mRNAs in the liver tissue of mice infected with *C. sinensis*, in order to further understand the molecular mechanisms of clonorchiasis. A total of 388 lncRNAs and 1,172 mRNAs were found to be differentially expressed with absolute value of fold change (FC) ≥ 2.0 and *p* < 0.05 by microarray. Compared with controls, *Gm6135* and *4930581F22Rik* were the most over- and under-expressed lncRNAs; flavin-containing monooxygenase 3 (*Fmo3*) and deleted in malignant brain tumors 1 (*Dmbt1*) were the most over- and under-expressed mRNAs. Moreover, functional annotation showed that the significantly different mRNAs were related with “FOXO signaling pathway”, “Wnt signaling pathway”, and “AMPK signaling pathway”. Remarkably, lncRNA *Gm8801* were significantly correlated with mRNA glycerol-3-phosphate acyltransferase mitochondrial (*Gpam*), insulin receptor substrate 2 (*Irs2*), and tumor necrosis factor receptor superfamily member 19 (*Tnfrsf19*) in ceRNA networks. These results showed that the expression profiles of lncRNAs and mRNAs in the liver changed after *C. sinensis* infection. Our results provided valuable insights into the lncRNAs and mRNAs involved in clonorchiasis pathogenesis, which may be useful for future control strategies.

## Introduction

Clonorchiasis, caused by *Clonorchis sinensis* (*C. sinensis*), is an emerging zoonotic parasitic disease worldwide, distributed mainly in China, Korea, and northern Vietnam (Han et al., 2012; Lai et al., 2016). *C. sinensis*, belonging to family Opisthorchiidae (Ovchinnikov et al., 2015), has been classified by the International Agency for Research on Cancer (IARC) as a group 1 biocarcinogen in humans in 2009 (Bouvard et al., 2009). Humans become infected by eating freshwater fish with *C. sinensis* metacercariae. Metacercariae exist in the small intestine and then migrate *via* the ampulla of Vater to the biliary ducts (Lun et al., 2005). The adult fluke inhabits the biliary passages of humans and mammals and could cause epithelial hyperplasia of the biliary mucosa and even periductal fibrosis (Chung et al., 2004). Clinical manifestations of clonorchiasis vary from asymptomatic infections to severe morbidity and mortality, including epithelial hyperplasia, cholecystitis, periductal fibrosis, hepatic fibrosis, and cholangiocarcinoma (Keiser and Utzinger, 2005). Previously, we found that hepatic apoptosis and iron overload were involved in clonorchiasis (Han et al., 2017). In addition, an aberrant expression of hepatic microRNA has been associated with clonorchiasis (Han et al., 2016). However, the mechanism of liver/biliary injury, and whether other regulatory mechanisms or other small molecules are involved, remains unclear. Therefore, exploring the molecular mechanisms underlying clonorchiasis may contribute to the development of prevention measures and targeted drugs.

The majority of long non-coding RNAs (lncRNAs) are transcribed by RNA polymerase II as the product of alternative cleavage and splicing, with sizes greater than 200 nt in length (Quinn and Chang, 2016; Yamamura et al., 2018). LncRNAs are broadly classified into those that regulate gene expression in cis and in trans (Kopp and Mendell, 2018). Recently, lncRNAs are identified to bind with proteins, RNA, DNA, or their combination to play their functions (Fasolo et al., 2019; Hu et al., 2019). Acting as miRNA sponge, decoys, scaffolds, guides, and posttranslation regulators, lncRNAs could participate in various biological processes (Rinn and Chang, 2012; Mumtaz et al., 2017; Fernandes et al., 2019). Accumulating studies showed that lncRNAs were involved in inflammation, cancer, and autoimmunity (Fitzgerald and Caffrey, 2014; Marques-Rocha et al., 2015; Renganathan and Felley-Bosco, 2017).

Recent studies found that parasite infection changed the expression profiles of lncRNAs in the host. For example, numerous lncRNAs were differentially expressed in *S. japonicum*-infected liver and spleen compared to control (Xia et al., 2020). Furthermore, differentially expressed lncRNAs and their predicted target mRNAs were found associated with immunology and liver pathology (Xia et al., 2020). Besides, lncRNA WNT5b and H19 were found downregulated to regulate the metabolic reprogramming and differentiation of adipocytes in the protoscoleces of *Echinococcus granulosus*-infected mice (Lu et al., 2020). LncRNAs were also identified as important regulatory factors in regulating immunological stress during cystic echinococcosis (Yu et al., 2018). However, knowledge of lncRNAs and their biological functions in clonorchiasis remains limited.

This study used microarray analysis to assess the expression of lncRNAs and mRNAs in the liver tissue of mice infected with *C. sinensis*. Next, we analyzed the possible biological processes and pathways associated with *C. sinensis* infections. Our findings support this powerful new approach for the elucidation of the molecular mechanisms of clonorchiasis.

## Methods

### Mice, Parasites, and Infection

*C. sinensis* metacercariae were harvested from the cyprinid *Pseudorasbora parva* captured in Songhuajiang River, an endemic area of *C. sinensis* infection in China. Metacercariae were collected as described previously (Han et al., 2017). In brief, the fish were digested with a pepsin-HCl (0.6%) artificial gastric juice at 37°C for 12 h with vigorous shaking. With mesh sizes of 1,000 μm, 300 μm, and 106 μm, the digested mixture was collected and added to the conical-shaped glass and kept standing for 30 min. After discarding the supernatant, the precipitate was transferred to a glass dish and then the metacercariae were collected using a capillary pipette under a dissection microscope.

Male BALB/c mice (aged 8 weeks, 20 g) were obtained from the Harbin Medical University Laboratory Animal Center (Harbin, China). All the animals were housed in an air-conditioned room at 24°C under a 12-h dark/light cycle with free access to standard laboratory food and water. Mice were divided into two groups randomly with three mice per group, and each mice in the infected group was orally infected with 100 metacercariae, while the control group was given the same volume of 0.9% NaCl. The detection of eggs in feces indicates the successful establishment of an animal model of *C. sinensis* infection (Hong et al., 2003). Thus, feces were collected every day and microscopically examined by the Kato–Katz method (Hong et al., 2003).

*C. sinensis* undergoes rapid development, and the adults develop matured at 4 week postinfection (wpi) after being infected by metacercariae (Lun et al., 2005). Our previous study also found hepatocyte apoptosis and iron overload in *C. sinensis*-infected rats at 4 wpi (Zhang et al., 2008; Han et al., 2017). Therefore, the mice in both infected and control groups were sacrificed under ether anesthesia by cervical dislocation at 4 wpi. Then, livers were removed and immediately stored at -80°C after being washed by nuclease-free PBS. All animal care and experimental procedures were conducted according to the guidelines for animal use in toxicology. The study protocol was approved by the Animal Care and Use Committee of the Harbin Medical University.

### RNA Extraction

Total RNA was extracted from 100 mg of tissue using TRIzol Reagent (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. RNA quantity was measured using a SmartSpec Plus spectrophotometer (Bio-Rad, Hercules, CA, USA). RNA purity was evaluated by the A260/A280 ratio. Total RNA was quantified using a NanoDrop ND-2000 (Thermo Scientific, Waltham, MA, USA), and RNA integrity was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

### Microarray Analysis

Three pairs of liver samples were selected for lncRNA microarray analysis using an Agilent Mouse Gene Expression Array (8*60K, design ID: 028005). The microarray contains 55,681 probes for 39,430 mouse mRNA and 16,251 mouse lncRNAs, which are derived from RefSeq Build 37, Ensemble Release 55, Unigene Build 176, GenBank (Apr 2009), and RIKEN 3. Sample preparation, microarray hybridization, and washing were performed based on the manufacturer’s standard protocols with minor modifications. After that, the arrays were scanned using an Agilent Scanner G2505C microarray scanner (Agilent Technologies). Raw data were extracted using Feature Extraction (version 10.7.1.1; Agilent Technologies). The microarray profiling was conducted in the laboratory of the OE Biotechnology Company in Shanghai, People’s Republic of China.

### Bioinformatics Analysis

Firstly, quantile normalization and subsequent data processing were done through GeneSpring software (version 12.0; Agilent Technologies). Differentially expressed genes (mRNAs and lncRNAs) were identified by the absolute value of (FC) > 2 and *p* value < 0.05 (Student’s t test). Gene ontology (GO) analysis was used to identify the potential biological functions of the differentially expressed mRNAs (www.geneontology.org). Biological process (BP), cellular component (CC), and molecular function (MF) were involved in the GO terms. Fisher’s exact test was applied to classify the GO categories. Enrichment scores were calculated based on log10 (*p*-value). The lower the *p*-value, the more significant the GO term (*p* < 0.05 is required). Furthermore, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (http://www.kegg.jp) was applied to predict the possible pathways. Hierarchical clustering was used to display the distinguishable genes’ expression pattern among six liver tissue samples (Cluster 3.0 and TreeView 2.0).

In order to further predict the potential regulatory relationship between mRNA and lncRNA, a ceRNA network was constructed by combining our previous miRNA expression profiling date (**Additional File: Table S1**). The processing of construction was as follows: i) Pearson’s correlation coefficients were used for analyzing lncRNAs and their associated mRNAs, based on correlation coefficients ≥0.90 and *p* < 0.01 considered statistically significant (**Additional File: Table S4**). ii) mRNA and lncRNA shared at least 4 miRNAs. iii) *p* ≤ 0.05. Cytoscape software 3.1.1 (US National Institute of General Medical Sciences) was used for constructing the ceRNA network.

### Quantitative Reverse Transcription-Polymerase Chain Reaction

Total RNA was extracted from the liver, and the integrity was evaluated using agarose gel electrophoresis stained with ethidium bromide. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) was performed on six differentially expressed mRNAs and five lncRNAs to confirm the results of the microarray analysis. Based on the protocols provided by the manufacturers, a SYBR Green RT-PCR Kit (TransStart Top Green qPCR SuperMix, TransGen Biotech Co., Ltd., Beijing, China) on a Light Cycler 96 system (Roche, Indianapolis, Indiana) was used for qRT-PCR. Primers for the lncRNAs and mRNAs are shown in **Table 1**. Threshold cycle (Ct) values were used to quantify the expression levels of lncRNAs and mRNAs. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an internal control for measurement of lncRNAs and mRNAs using the 2-ΔΔCt method. Three biological replicates were conducted for each sample.

**Table 1:** Primers used in qPCR detection of selected mRNAs and lncRNAs.

Gene name		Forward primer	Reverse primer
mRNAs	*Pax2*	ACGAGACTGGCAGCATCAA	CGGGTTCTGTCGCTTGTATT
	*Btg2*	ATGAGCCACGGGAAGGGAA	TTGGACGGCTTTTCGGGAA
	*Dmbt1*	CCCTGGACGATGTAGAGTGC	GGACGGGTGATGTTGAGAAA
	*Irs2*	ACCGACTTGGTCAGCGAAG	CACGAGCCCGTAGTTGTCAT
	*Tnfrsf19*	ATGGCTCTGAGCTGTCATGC	GCCAGGCATCAGAAAACTCCG
	*Gpam*	CCGCTCGAGGGCCTTGTGAGCAGAAAATC	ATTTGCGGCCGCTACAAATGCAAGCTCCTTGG
	*GAPDH*	GAGAGACCCTCACTGCTG	GATGGTACATGACAAGGTGC
lncRNAs	*Fate1*	GATGGAGCTATCCCCTCCTC	CCTAGCCTTCCAGCAGCTAA
	*Meg3*	CTGCCCATCTACACCTCACG	CTCTCCGCCGTCTGCGCTAGGGGCT
	*Snhg3*	TTCAAGCGATTCTCGTGCC	AAGATTGTCAAACCCTCCCTGT
	*Gm6135*	CATGGGATGTGAGCAGTCTT	TGAGGATTCAGGCTGGAGTG
	*Gm8801*	CCCCAAACCCTTTCCAGTAT	GTGCAGTGCAGTGGGATAGA

Pax2, paired box 2; Btg2, B cell translocation gene 2, anti-proliferative; Dmbt1, deleted in malignant brain tumors 1; Irs2, insulin receptor substrate 2; Tnfrsf19, tumor necrosis factor receptor superfamily, member 19; Gpam, glycerol-3-phosphate acyltransferase, mitochondrial; Fate1, fetal and adult testis expressed 1; Meg3, maternally expressed 3; Snhg3, small nucleolar RNA host gene 3; Gm6135, prediticted gene 6135; Gm8801, protein phosphatase 1, regulatory subunit 10 pseudogene; GAPDH, Glyceraldehyde 3-phosphate dehydrogenase.

### Statistical Analysis

PRISM version 8.0 software (GraphPad, San Diego, CA, USA) was used for data analysis. All data are expressed as mean ± standard deviation (SD). Student’s t-tests were employed to analyze qRT-PCR data. *p* < 0.05 was considered statistically significant.

## Results

### Differentially Expressed lncRNAs and mRNAs

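Liver RNA from 3 uninfected and 3 infected male BALB/c mice was measured 4 weeks after infection with 100 metacercariae, with 1 array per mouse. Each array was a 1-colour Agilent mouse array with 62976 spots, of which 59305 carried 55681 distinct mouse probes. The authors deposited the output of the scanner software for every array and a table of log2 values that they had quantile-normalized in GeneSpring. The scanner's processed signal is background-subtracted and adjusted within the array, and it was the starting point for the values below. It was taken to log2, quantile-normalized over the 6 arrays and averaged over the spots of a probe, after control spots and spots with an outlier flag had been removed. Between 35520 and 37383 probes per control array (median 35777) and between 32884 and 34206 per infected array (median 33456) were well above background by the scanner's own flag. No spot was saturated, and the number of arrays limits the precision. The 35359 probes well above background on at least 3 of the 6 arrays were tested with limma, infected against control, and a probe was called at an absolute fold change of at least 2 and a Benjamini-Hochberg adjusted p below 0.05. Probes were classed as lncRNA by the prefix of the probe name or by a noncoding RefSeq accession, which gave 8800 tested lncRNA and 26559 tested mRNA probes. The arrays lay on 2 slides, with control replicate 1 alone on the first and the other 5 arrays on the second, so a comparison without control replicate 1 is also the comparison within a slide. A term for slide takes up control replicate 1 wholly. It therefore makes the same comparison, apart from normalization and filter, and slide cannot be separated from that mouse.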

In order to explore the lncRNA and mRNA expression profiles in the liver in response to *C. sinensis* infection, microarray analysis was employed to compare expressions in uninfected and *C. sinensis*-infected liver tissues. 

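Of the tested mRNA probes, 442 were called higher and 275 lower in infected mice, and of the lncRNA probes 48 were called higher and 141 lower, by limma with Benjamini-Hochberg adjustment. Higher probes made up 61.6% of the called mRNA probes and 25.4% of the called lncRNA probes. The choice of test moved these counts most. The Student's t test named in the methods was run unpaired and at an unadjusted p. It called 901 mRNA probes higher and 608 lower and 114 lncRNA probes higher and 270 lower. The same test with Benjamini-Hochberg adjustment called 30 probes in all. The counts also changed with a mouse left out, in fits that have fewer arrays. Without control replicate 2, 252 of the tested probes were called, without control replicate 3, 625, and without infected replicates 1, 2 and 3, 49, 47 and 130 in turn. In each fit without an infected mouse, all 873 called probes that could be tested kept their direction. Within the second slide, that is without control replicate 1, 1020 probes were called, and with slide as a term in the model 1138.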

A total of 388 lncRNAs (115 up and 273 down, **Additional File: Table S2**) and 1,172 mRNAs (687 up and 485 down, **Additional File: Table S3**) were found to be differentially expressed with absolute value of FC ≥ 2.0 and *p* < 0.05 by microarray. The differences in lncRNA and mRNA expression profiles between the two groups are shown in **Figure 1**. 

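Among all tested probes, 10266 (29.0%) had infected and control groups that did not overlap, against a share of 10% that chance gives for 3 mice against 3. All 906 called probes were among them. An unadjusted limma p below 0.05 was reached by 7266 probes and an adjusted one by 1052. The median standard error of a log2 fold change was 0.224, and the median log2 fold change over all tested probes was 0.01. Ranked by the fitted value, which for probes given with a bound rests on background signal, Chrna4 (log2 fold change 8.40, at least 101-fold), AB056442 (8.25, at least 117-fold), Hao2 (7.87, at least 74.1-fold) and Cyp2b13 (7.51) were among the largest called mRNA increases, and among the largest decreases were Cebpe (-6.08, at least 43.3-fold), Elovl3 (-6.05), Moxd1 (-5.82, at least 47.8-fold) and Derl3 (-4.67). In the same ranking the largest called increases among lncRNA probes were in A_30_P01030223 (4.06, at least 13.1-fold), A_30_P01021461 (3.78), A_30_P01022642 (3.09, at least 3.09-fold), A_30_P01021081 (2.86) and A_30_P01026769 (2.45), of which A_30_P01030223, A_30_P01021461 and A_30_P01021081 are named for the same interval of chromosome 2. After 4930581F22Rik, the largest called lncRNA decreases were in A_30_P01020974 (-4.52, at least 13.2-fold), A_30_P01024647 (-4.51), A_30_P01027992 (-4.45, at least 4.48-fold) and A_30_P01027172 (-4.27). Adjusted p for these probes lay between 0.00399 and 0.0481, from limma with Benjamini-Hochberg adjustment. Of these probes, with a mouse left out, only those of Chrna4, AB056442 and Hao2 and A_30_P01027992 kept their call wherever they could be tested. None of them was called in all 6 such fits. Chrna4 and AB056442, well above background in no control mouse, could not be tested with an infected mouse left out, so they did not lose a call there. The fits without an infected mouse lost the most calls among the named probes. Where a fold is written as at least a value, signals not well above background were raised to the lowest signal well above it on the same array.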

Compared with the control group, *4930581F22Rik* (absolute value of FC = 140.37) was the most downregulated lncRNA, and *Gm6135* (absolute value of FC = 44.27) was the most upregulated lncRNA in the infected group. Furthermore, *Dmbt1* (absolute value of FC = 294.36) was the most downregulated mRNA, encoding DMBT1 protein, whereas *Fmo3* (absolute value of FC = 703.50) was the most upregulated mRNA, encoding FMO3 protein. 

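The probe of 4930581F22Rik (A_51_P185292, chromosome 9, 34938381 to 34938440 in mm9, the build named in the scanner files) had a log2 signal of 9.72 ± 0.38 (SD, n = 3) in control mice and was not well above background in any infected mouse. Its fitted log2 fold change was -7.13 (standard error 0.319, adjusted p = 0.00287 from limma with Benjamini-Hochberg adjustment). Because infected signal lay in the background, 4930581F22Rik is given with such a bound and was at least 49.7-fold lower. The background correction moved its fitted value most, to -3.66 with the normexp method. A second probe of the gene, A_55_P2412329, had a log2 fold change of -0.03 (adjusted p = 0.974 from the same limma fit). Gm6135 (A_55_P1963134, chromosome 3, 133452441 to 133452500) carries no annotation in the scanner files and fell under mRNA by the rule on accessions. Its log2 signal was 6.97 ± 1.58 in control and 12.44 ± 0.91 in infected mice (SD, n = 3 each), a fold change of 44.4 and a log2 fold change of 5.47 (standard error 0.849, adjusted p = 0.0340 from the same limma fit). For Gm6135, the call was lost without control replicates 2 or 3 or infected replicates 1, 2 or 3, at log2 fold changes from 4.79 to 5.82. It stayed called within the second slide, where its log2 fold change was 6.36, and it was not called when every probe on the array was tested.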

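Dmbt1 (A_55_P2144686, chromosome 7, 138265063 to 138265122) had log2 signals of 13.47, 13.33 and 8.97 in control replicates 1 to 3 and 1.76, 3.52 and 5.88 in infected replicates 1 to 3, and only infected replicate 3 was well above background in its group. Its group means of 11.92 and 3.72 differed (standard error of the difference 1.52, adjusted p = 0.0494 from limma with Benjamini-Hochberg adjustment), and with the dim arrays at their background limit Dmbt1 was at least 161-fold lower. Over 8 alternatives of the processing the adjusted p ran from 0.0397 to 0.123, and Dmbt1 was called in 4 of them. With mice left out in turn, the call was lost without control replicates 1 or 2 or infected replicates 1, 2 or 3, at log2 fold changes from -9.29 to -7.20.

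**Figure D1:**
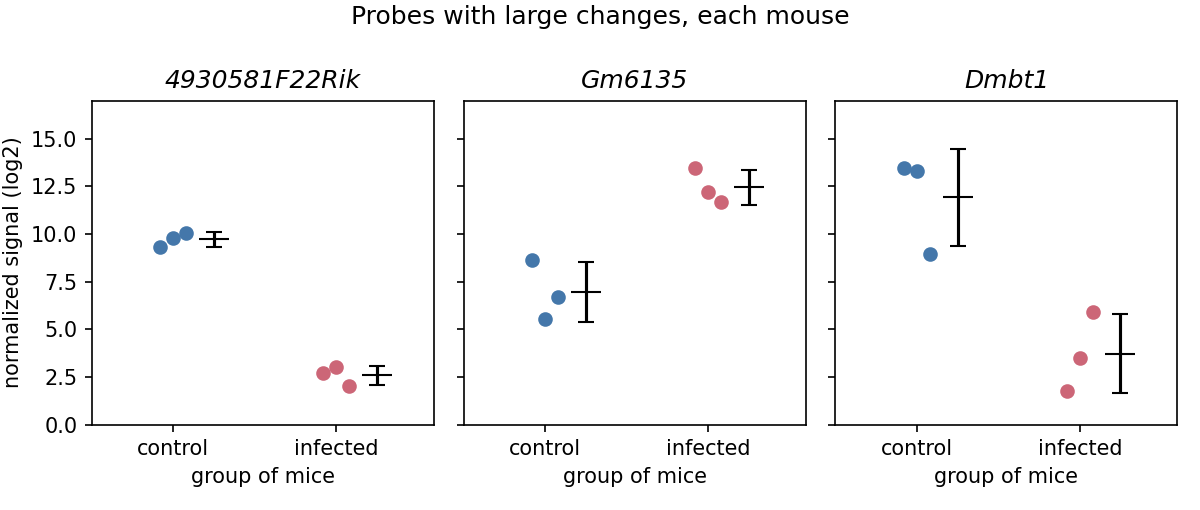
Normalized log2 signal (vertical axis) of the probes of 4930581F22Rik, Gm6135 and Dmbt1 in control and infected mice, 1 point per mouse, with the group mean and SD as the bar beside the points. The groups do not overlap for any of the 3 probes, and Dmbt1 in control replicate 3, at 8.97, lies far below the other control mice.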

In order to further understand the similarities at the transcriptomic level, cluster analysis was performed on all the differentially expressed genes. The infected group and the control group clustered separately in the heat map (**Figure 2**). These results indicated that altered expressions of lncRNAs and mRNAs may play an important role in clonorchiasis.

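Average-linkage clustering on 1 minus the Pearson correlation across probes parted the groups at the first split, both for the 906 called probes (height 0.244, against 0.0223 for the next split) and for all tested probes with a value on every array (0.0351 against 0.0301). The called probes were chosen for the difference between the groups, whereas the tested probes were not. Across probes, which are not independent replicates, r was 0.969 to 0.980 between control mice, 0.984 to 0.989 between infected mice and 0.959 to 0.974 between the groups. Without control replicate 2, 1 mouse fell on the wrong side of the first split of all tested probes. The first and second principal components held 45.9% and 23.8% of the variance.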

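For the named genes as a set, all 41 genes and probes that the paper names were tested, 38 were called by limma and all 41 had groups that did not overlap. Of these 41, 10 were called under every alternative of the processing and 2, Acacb and Rasgef1b, with each mouse left out in turn. A probe well above background in only 1 group cannot be tested in all of those fits. Such probes of 4930581F22Rik and Adamts13 kept their call in the 3 fits in which they could be tested. From the differences in expression between infected and control liver and their separate clusters, the paper proposes that altered lncRNAs and mRNAs play a role in clonorchiasis.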

**Figure 1:**
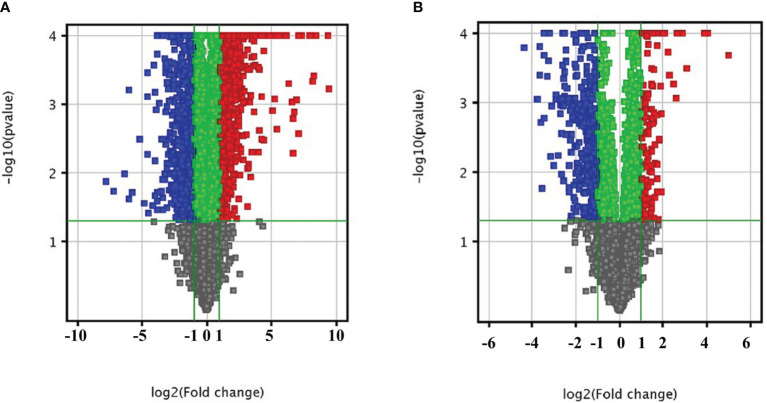
Bioinformatics analysis of differentially expressed mRNAs **(A)** and lncRNAs **(B)** in liver tissue infected with *C. sinensis*. The vertical axis corresponds to the negative logarithm of p value with base 10 (-log10(p value)), and the horizontal axis represents the logarithm of fold change with base 2 (log2(fold change)). The significantly up- and downregulated RNAs are presented as red or blue squares, respectively.

**Figure 2:**
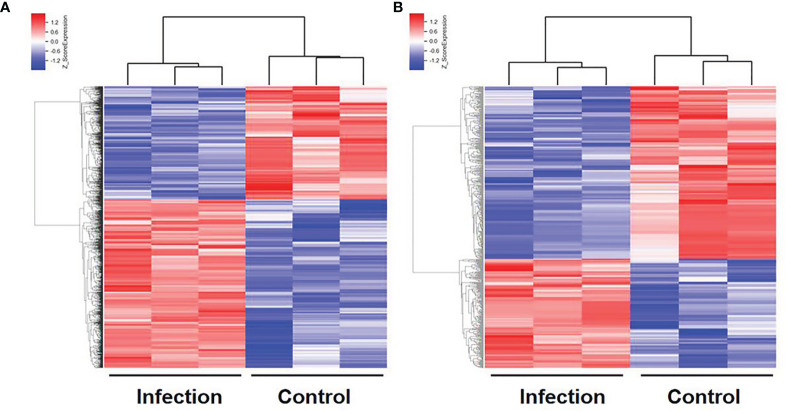
Hierarchical clustering of differentially expressed mRNAs **(A)** and lncRNAs **(B)** in the liver with *C. sinensis* infection. Blue indicates decreased relative expression, and red indicates increased relative expression.

### The qRT-PCR Validation

To evaluate the reliability of microarray results, six mRNAs (*Pax2*, *Btg2*, *Dmbt1*, *Irs2*, *Tnfrsf19*, and *Gpam*) and five lncRNAs (*Fate1*, *Meg3*, *Snhg3*, *Gm6135*, and *Gm8801*) were selected for qRT-PCR. *Dmbt1* was the most downregulated mRNA, whereas *GM6135* was the most upregulated lncRNA. The lncRNA *Gm8801* was chosen because it was strongly correlated with mRNA *Gapm*, *Irs2*, and *Tnfrsf19* in our ceRNA network. Beside, two mRNAs (*Pax2* and *Btg2*) and three lncRNAs (*Fate1*, *Meg3*, and *Snhg3*) were randomly chosen. 

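On the arrays, Pax2 (A_55_P2075127, chromosome 19, 44909895 to 44909954) had a log2 fold change of -4.65 (standard error 0.826, adjusted p = 0.0453 from limma with Benjamini-Hochberg adjustment), from 15.96 ± 1.46 in control to 11.30 ± 1.00 in infected mice (SD, n = 3 each). With single mice left out, the call of Pax2 was lost without control replicates 2 or 3 or infected replicates 1, 2 or 3, at log2 fold changes from -5.17 to -4.16. A second tested Pax2 probe, A_55_P2075125, had a log2 fold change of 0.62 (adjusted p = 0.391 from the same limma fit), and the remaining probe, A_55_P2148518, was not well above background on any array. Meg3 (A_51_P455997, chromosome 12, 110809678 to 110809737) had a log2 fold change of -2.63 (adjusted p = 0.0187), and its call was lost without control replicate 2 or infected replicates 1, 2 or 3, at log2 fold changes from -2.64 to -2.39. A second Meg3 probe, A_55_P2033407, had a log2 fold change of -2.37 (adjusted p = 0.0117) and was called too. The fitted values of the other 3 genes lay past a fold change of 2 without passing the adjusted p of limma. For Fate1 that fitted value rests on background signal. Btg2 (A_52_P31543) had a log2 fold change of -1.16 (adjusted p = 0.0639), Snhg3 (A_52_P661071) of -2.34 (adjusted p = 0.0783) and Fate1 (A_51_P366680) of -1.44 (adjusted p = 0.0596). Fate1 was not well above background in any infected mouse, which makes it at least 1.94-fold lower, and Snhg3 was called within the second slide, at -2.86. The qRT-PCR measurements were not analysed here.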

The qRT-PCR results were consistent with the results of the microarray (**Figure 3**).

**Figure 3:**
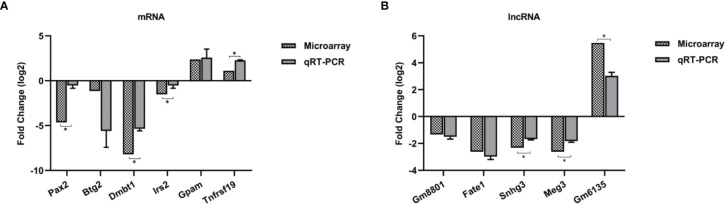
Validation for the expression of 6 differentially expressed mRNAs **(A)** and 5 lncRNAs **(B)** by qRT-PCR. Three biological repeats were included in each gene. *p < 0.05.

### GO and KEGG Enrichment Analyses

GO analysis and KEGG enrichment analysis were applied to assess the function roles of differentially expressed mRNAs. **Figure 4** shows the top 20 terms in the gene enrichment and pathway analyses of differentially expressed mRNAs induced by *C. sinensis* infection. For instance, differentially expressed mRNAs were mainly involved in “response to glucose”, “regulation of lipid metabolic process”, “negative regulation of fatty acid oxidation”, “negative regulation of toll-like receptor 4 (TLR4) signaling pathway”, and “positive regulation of Wnt signaling pathway, planar cell polarity pathway” (**Figure 4A**). The cellular components included “protein phosphatase type 2A complex” and “RNA polymerase II transcription factor complex”, while molecular functions were associated with “biotin carboxylase activity” and “ATPase activity, coupled”. KEGG pathway enrichment analysis was used to further understand the predicted biological functions of the mRNAs. The enriched pathways included “FoxO signaling pathway”, “AMPK signaling pathway”, “Wnt signaling pathway”, “Glucagon signaling pathway”, and “Insulin signaling pathway”. These results showed the disorder of lipid metabolism and glucose metabolism in clonorchiasis.

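Among genes of lipid synthesis on a list fixed before the data were examined, Fasn had a log2 fold change of 4.79 (adjusted p = 0.0119 from limma with Benjamini-Hochberg adjustment), Scd1 of 5.11 (adjusted p = 0.0172), Thrsp of 5.22 (adjusted p = 0.0111) and Acly of 2.43 (adjusted p = 0.0419). All 14 genes of that list were higher in infected mice, and 11 were called, both over all probes and adjusted over the list alone. Dgat2, with 0.31, changed little. Of the genes of glucose production, G6pc had a log2 fold change of -1.51 (adjusted p = 0.0424) and Pck1 of -0.09 (adjusted p = 0.836). The GO and KEGG enrichments were not analysed here.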

**Figure 4:**
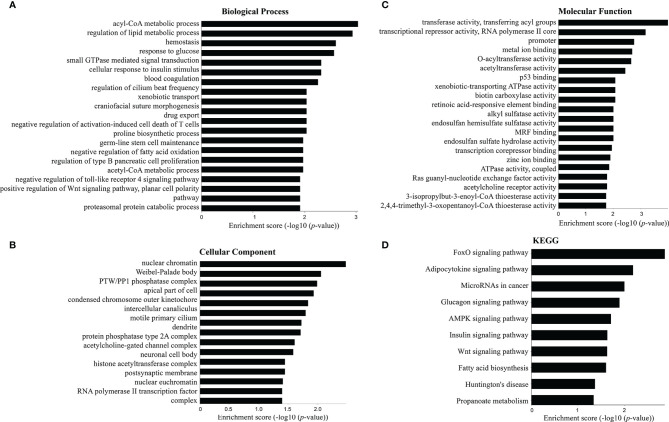
Top 20 terms in the gene enrichment and pathway analysis of differentially expressed mRNAs induced by *C. sinensis* infection. **(A)** Biological process. **(B)** Cellular component. **(C)** Molecular function. **(D)** The most significant KEGG pathway for the differentially expressed mRNAs.

### Co-Expression Networks of lncRNAs and mRNAs

In order to analyze correlations among the differentially expressed lncRNAs and mRNAs and reveal their underlying mechanisms, a ceRNA was constructed (**Figure 5** and **Table S5**). In these networks, each lncRNA can be related to one or more mRNAs, and each mRNA can also be associated with one or more lncRNAs. For example, mRNA *Gpam* was upregulated and associated with *GM8801* (*A_55_P2114498*), *A_30_P01020438*, *A_30_P01029457*, and 10 other lncRNAs. Both mRNA *Irs2* (downregulated) and *Tnfrsf19* (upregulated) were found sharing 13 lncRNAs including *Gm8801*, *A_30_P01020438*, and *A_30_P01029457*. in the network. Additionally, the scatter plots with correlation of selected lncRNA *Gm8801* and mRNA *Gpam*, *Tnfrsf19*, and *Irs2* in the co-expression network are shown in **Figure S1**, respectively. 

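The 384 lncRNA and 1508 mRNA probes that passed the fold change and test named in the methods and had a value on every array form 579072 pairs, and 165264 of them (28.5%) had a Pearson correlation over the 6 arrays of at least 0.90 in size with p below 0.01. Simulated arrays with the same group means and independent noise gave 177035 such pairs on average over 20 sets, from 168950 to 184560. When correlations were taken on deviations from the group means, 9150 pairs (1.58%) passed, against 1.00% in the simulated arrays. With pairs drawn from the limma-called probes, 81409 of 135513 passed, just above the simulated counts for these probes (77521 on average, at most 81193). Of the 331 pairs in the authors' network table, 313 could be matched to tested probes. Both members of all 313 had groups that did not overlap, 295 passed over the 6 arrays and 7 on deviations from the group means.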

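Gpam was read by 2 probes on chromosome 19. One (A_55_P2085400, 55143274 to 55143333) had log2 signals of 9.01 ± 0.04 in control and 11.18 ± 0.35 in infected mice (SD, n = 3 each), a log2 fold change of 2.17 (standard error 0.203, adjusted p = 0.0117 from limma with Benjamini-Hochberg adjustment). The other (A_55_P2050778) had a log2 fold change of 2.37 (adjusted p = 0.0117). Both were called under all 9 alternatives of the processing and lost their call only without infected replicate 2, at 2.19 and 2.42. Gm8801 (A_55_P2114498, chromosome 17, 36089682 to 36089741) had log2 signals of 12.01 ± 0.37 in control and 9.48 ± 0.09 in infected mice, a log2 fold change of -2.53 (standard error 0.215, adjusted p = 0.00898), and its call was lost without infected replicates 1 or 2, at log2 fold changes from -2.54 to -2.46. A_30_P01020438 (chromosome 5, 37064189 to 37064248) was not well above background in any infected mouse. Its fitted log2 fold change was -2.14 (adjusted p = 0.0211), a fall of at least 1.14-fold, and its call was lost without infected replicate 1 or without infected replicate 2, where the value was -2.02. A_30_P01029457 (chromosome 4, 101077430 to 101077489) had a log2 fold change of 1.62 (standard error 0.235, adjusted p = 0.0285), and its call was lost without control replicate 2 or infected replicates 1, 2 or 3, at log2 fold changes from 1.51 to 1.68. Over all tested probes named for the same interval, the median log2 fold change was -0.88 for A_30_P01020438 and 0.81 for A_30_P01029457.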

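Irs2 (A_66_P102260, chromosome 8, 11004490 to 11004549) had log2 signals of 13.09 ± 0.41 in control and 11.56 ± 0.32 in infected mice (SD, n = 3 each), a log2 fold change of -1.53 (standard error 0.269, adjusted p = 0.0443 from limma with Benjamini-Hochberg adjustment). It was called in 6 of 9 alternatives, with adjusted p from 0.0351 to 0.114, and its call was lost without control replicates 1, 2 or 3 or infected replicates 1, 2 or 3, at log2 fold changes from -1.71 to -1.32. Tnfrsf19 (A_55_P2012439, chromosome 14, 61582873 to 61582932) had log2 signals of 8.15 ± 0.16 and 9.25 ± 0.16, a fold change of 2.14 (log2 standard error 0.161, adjusted p = 0.0297 from limma), and its call was lost without control replicates 2 or 3 or infected replicates 1, 2 or 3, at log2 fold changes from 1.02 to 1.18. A second probe, A_55_P2012444, had a log2 fold change of 1.07 (adjusted p = 0.0273).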

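For Gm8801 and each of Gpam, Tnfrsf19 and Irs2, the control and infected mice form separate clusters with no overlap in either gene, so a relation over all 6 mice cannot be told from the difference between the groups. Correlations were taken on deviations from the group means instead. Pearson's r was 0.00 for Gpam (exact two-sided permutation within groups, p = 1), 0.53 for Tnfrsf19 (exact permutation p = 0.361) and -0.17 for Irs2 (exact permutation p = 0.861). Spearman's rho was -0.09 (exact permutation p = 0.917), 0.49 (exact permutation p = 0.444) and -0.09 (exact permutation p = 0.917). Adjusted over the 3 relations, every exact permutation p was 1 for r and 0.917 for rho. With 36 arrangements the smallest p possible in this exact test is 0.0278.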

LncRNA *Gm8801* was found negatively correlated with mRNA *Gpam* (*R^2^ = 0.9301*) and *Tnfrsf19* (*R^2^ = 0.8745*), while it was positively correlated with mRNA *Irs2* (*R^2^ = 0.8252*), respectively. The lncRNAs and mRNAs with the highest correlation degrees are listed in **Figure 6**, respectively. Among the upregulated lncRNAs, *A_50_P01032756* was the one with the highest mRNA correlation degree, while lncRNA *Gm8801* was the top one regarding the mRNA correlation degree. 

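In the authors' network table the lncRNA of this number is A_30_P01032756, which is listed with 29 mRNAs, and Gm8801 is listed with 27. A_30_P01032756 (chromosome 3, 30125036 to 30125095) had log2 signals of 6.86 ± 0.11 in control and 8.28 ± 0.29 in infected mice (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.188, adjusted p = 0.0225 from limma with Benjamini-Hochberg adjustment). With mice left out in turn, the call was lost without control replicates 2 or 3 or infected replicates 1, 2 or 3, at log2 fold changes from 1.31 to 1.57. Its interval is read by other probes as well, and the median over them and A_30_P01032756 was 0.58.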

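Adamts13 (A_52_P400831, chromosome 2, 26862185 to 26862244) was not well above background in any control mouse and reached a log2 signal of 6.25 ± 0.48 (SD, n = 3) in infected mice. Its fitted log2 fold change was 4.47 (standard error 0.253, adjusted p = 0.00399 from limma with Benjamini-Hochberg adjustment), a rise of at least 6.31-fold. The second probe of the gene, A_55_P1967712, was well above background in every mouse, and its log2 fold change was -0.36 (adjusted p = 0.546). Cpne5 (A_55_P2150392, chromosome 17, 29293498 to 29293557) had log2 signals of 7.03 ± 0.18 in control and 5.70 ± 0.18 in infected mice, a log2 fold change of -1.33 (standard error 0.171, adjusted p = 0.0213 from the same limma fit). For Cpne5, the call was lost without control replicate 2 or infected replicates 1, 2 or 3, at log2 fold changes from -1.38 to -1.22. Its other probes, A_51_P124345 and A_55_P2150398, had log2 fold changes of 0.03 and 0.06, and the median over the 3 probes was 0.03.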

As for the mRNAs, up-regulated Adamts13 was correlated with the most lncRNAs, while and down-regulated Cpne5 was the top one regarding the lncRNAs correlation degree.

**Figure 5:**
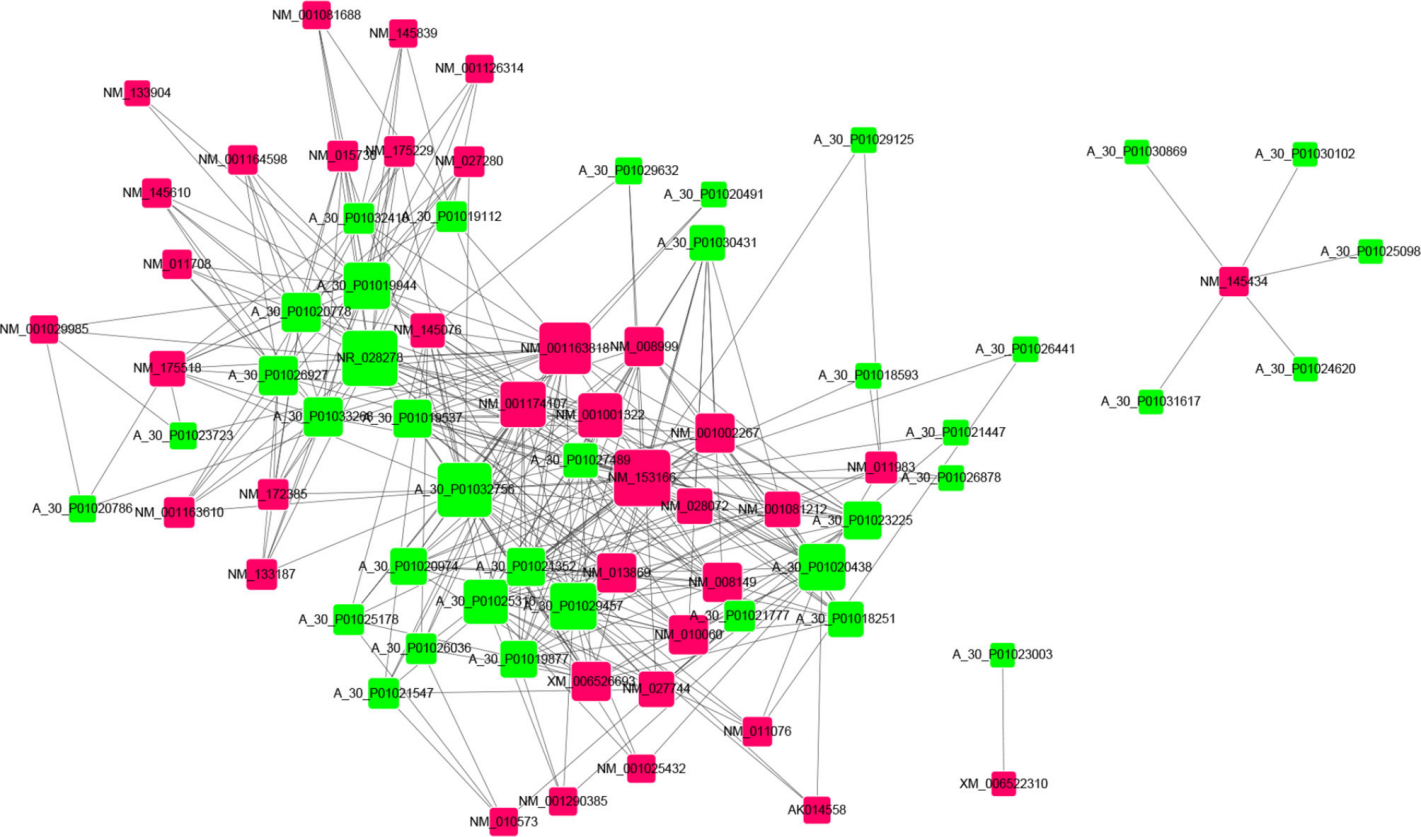
CeRNA network of the differentially expressed lncRNAs with their associate mRNAs. Co-expression lncRNA–mRNA pairs were identified using strict screening criteria (correlation coefficient ≥ 0.90 and p ≤ 0.01). Different colors were used to show different genes, with green for lncRNAs and red for mRNAs.

**Figure 6:**
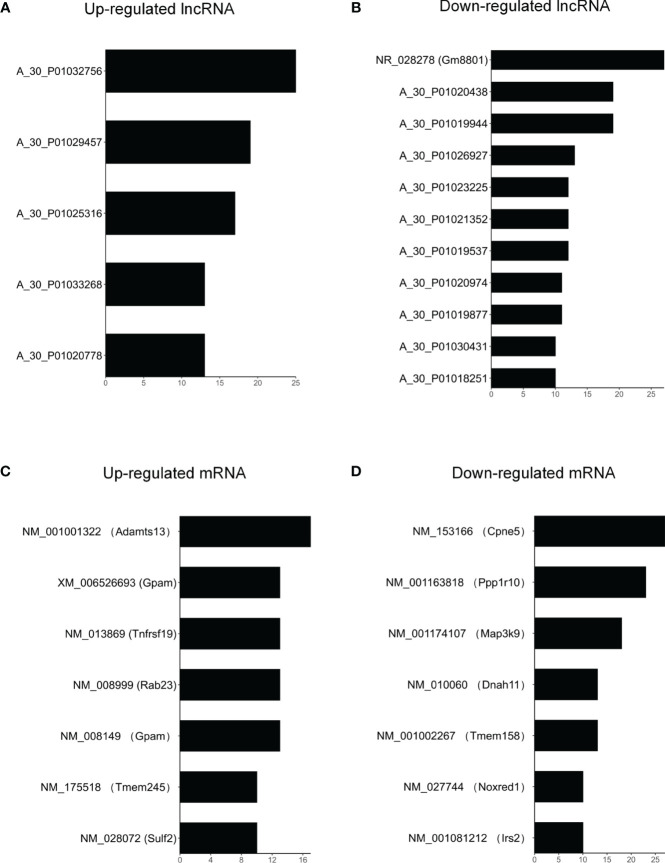
The top correlated lncRNA-mRNA pairs. **(A)** Up-regulated and **(B)** down-regulated lncRNAs with correlation degrees > 10. **(C)** Up-regulated and **(D)** down-regulated mRNAs with correlation degrees > 10. Correlation levels of 38 lncRNAs and 37 mRNAs were evaluated by correlation degrees in the network. The degree is equal to counts of significantly correlated lncRNA-mRNA pairs (P < 0.01) involving the corresponding lncRNA or mRNA.

### Verification of the Correlation Between lncRNA Gm8801 and mRNAs

To verify the reliability of the correlation network, we selected lncRNA *Gm8801* (downregulated), which was the only annotated lncRNA in the network, as the central lncRNA to build a subnetwork of the lncRNA–mRNA correlation. In this subnetwork, 13 mRNAs positively correlated with lncRNA *Gm8801* expression were downregulated, while 14 mRNAs negatively correlated with *Gm8801* expression were upregulated (**Figure 7A**). 

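The authors' network table lists 27 mRNA entries for Gm8801, of which 26 could be matched to tested probes. All 26 were called by limma, 13 higher and 13 lower in infected mice. None of the 26 passed the correlation threshold on deviations from the group means. Of all pairs of probes that passed the methods' test, 1.58% did so, against 1.00% in simulated arrays with independent noise. With so few passing in general, none among 26 does not decide whether Gm8801 varies with these mRNAs.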

Subsequently, among the mRNAs correlated with *Gm8801* lncRNA, mRNAs *Gpam*, *Tnfrsf19*, and *Irs2* were selected to be preliminarily verified by qPCR. As shown in **Figure 7B**, mRNA *Irs2* was decreased, while mRNA *Gpam* and *Tnfrsf19* were increased at the same time point coinciding with the decrease of lncRNA *Gm8801* in the *C. sinensis*-infected group. These results indicated that mRNA *Irs2* was positively correlated with lncRNA *Gm8801*, while mRNA *Gpam* and *Tnfrsf19* were negatively correlated with *Gm8801*, which is consistent with the prediction.

**Figure 7:**
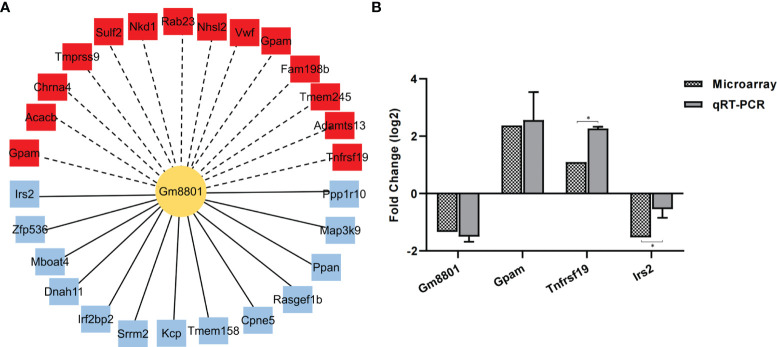
The correlation between mRNAs and lncRNA *Gm8801*. **(A)** The mRNAs correlated with *Gm 8801* lncRNA. The red color indicates upregulation, while the blue color indicates downregulation. The solid lines mean positive correlation, and the dashed line means negative correlation. **(B)** The levels of mRNA *Irs2*, *Gpam*, *Tnfrsf19*, and lncRNA *Gm8801*. *p < 0.05.

## Discussion

Previous studies on the interactions between parasites and their hosts have focused mainly on protein-coding genes (Melo et al., 2013; He et al., 2016). Recently, it was reported that lncRNAs play important roles in gene imprinting, cell differentiation, and tumorigenesis and are also involved in host–pathogen interactions (Jathar et al., 2017). For instance, RNA-Seq revealed that differentially expressed lncRNAs of *Schistosoma mansoni* were mainly involved in RNA-dependent DNA replication and G-protein coupled receptor (GPCR) signaling pathway/GPCR activity (Vasconcelos et al., 2017). However, the expression profiles of lncRNAs specific to *C. sinensis* infection were unclear. In this study, the expression profiles of lncRNAs and mRNAs in the liver of *C. sinensis*-infected mice at 4 wpi were fully explored using microarray analysis.

In this study, a total of 388 lncRNAs and 1,172 mRNAs were dysregulated in *C. sinensis*-infected group. As the most upregulated lncRNA, *Gm6135* is primarily localized to the cytoplasm and participates in posttranslational modification (Rashid et al., 2016; Ji et al., 2019). LncRNA *Gm6135* could increase the expression of toll-like receptor 4 (TLR4), by competitive binding to miR-203-3p, further activating the secretion of pro-inflammatory cytokines in mice (Ji et al., 2019; Loganathan et al., 2020). A previous study showed that TLR4 was upregulated in activated hematopoietic stem cells (HSCs) and myofibroblasts infected with *C. sinensis* (Yan et al., 2015). Thus, differentially expressed lncRNA *Gm6135* may regulate the expression of TLR4 to induce inflammatory response in clonorchiasis. However, the role of *4930581F22Rik* (the most downregulated lncRNA) has not been described clearly. 

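Tlr4 had a log2 fold change of -0.61 in infected mice (adjusted p = 0.246 from limma with Benjamini-Hochberg adjustment), Cd14 of -1.42 (adjusted p = 0.0622), Il1b of -0.54 (adjusted p = 0.501) and Tnf of -0.23 (adjusted p = 0.788). All 7 tested genes of the list of TLR4 and cytokines were lower in infected mice, with a median log2 fold change of -0.47 (adjusted p = 0.0106 from camera, 0.0108 from fry and 0.2504 with the correlation between genes estimated). None was called over all probes, and 1 was called adjusted over the list alone. With slide as a term the median was -0.41 and no longer passed (adjusted p = 0.0539 from camera), and within the second slide it was -0.41 and passed (adjusted p = 0.0465 from camera, and from 0.00251 to 0.2504 over the alternatives). Both settings leave control replicate 1 out of the comparison and are not separate checks. Ifng was not well above background on enough arrays to be tested.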

The FMO3 protein encoded by *Fmo3* (the most upregulated mRNA) is found associated with gallstone formation in mice (Chen et al., 2019). FMO3 protein and its metabolite (TMAO) participate in the TAF–FMO3–TMAO pathway, which could regulate lipid metabolism (Schugar and Brown, 2015; Warrier et al., 2015), while the downregulated mRNA *Dmbt1* could encode the DMBT1 protein, which is related to liver injury and repair mechanisms in liver diseases (Bisgaard et al., 2002; Deng et al., 2012). Therefore, we speculate that mRNA *Fmo3* and *Dmbt1* might contribute to lipid metabolism and liver injury in clonorchiasis.

KEGG enrichment analysis showed that the top 20 predicted pathways mainly participated in “FOXO signaling pathway”, “Wnt signaling pathway”, and “AMPK signaling pathway”. For instance, mRNA *Irs2* and *Crebbp* were rich in “FOXO signaling pathway”, which was involved in cellular differentiation, apoptosis, cell proliferation, DNA damage and repair, and oxidative stress (Gomes et al., 2008; Vurusaner et al., 2012). 

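Crebbp (A_55_P1965836, chromosome 16, 4084710 to 4084769) had log2 signals of 10.64 ± 0.35 in control and 12.91 ± 0.52 in infected mice (SD, n = 3 each), a log2 fold change of 2.27 (standard error 0.315, adjusted p = 0.0257 from limma with Benjamini-Hochberg adjustment), and its call was lost without control replicates 2 or 3 or infected replicates 1 or 2, at log2 fold changes from 2.08 to 2.36. Nkd1 (A_55_P1967736, chromosome 8, 91116160 to 91116219) had log2 signals of 7.62 ± 0.14 and 8.79 ± 0.13, a log2 fold change of 1.17 (standard error 0.151, adjusted p = 0.0215 from limma), and its call was lost without control replicates 2 or 3 or infected replicates 1, 2 or 3, at log2 fold changes from 1.12 to 1.24. A second Nkd1 probe, A_55_P2118694, had a log2 fold change of 0.03 (adjusted p = 0.976).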

*Nk1d1* and *Crebbp* mRNA were rich in “Wnt signaling pathway”, which played critical roles in precancerous lesions, malignant transformation of liver cells, and malignant expansion of cancer cells (Zhang et al., 2017). *Nr1d1* mRNA was also involved in “negative regulation of TLR4 signaling pathway” in biological processes. 

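Nr1d1 (A_51_P223776, chromosome 11, 98630526 to 98631028) had log2 signals of 7.84 ± 0.61 in control and 10.45 ± 0.22 in infected mice (SD, n = 3 each), a log2 fold change of 2.61 (standard error 0.324, adjusted p = 0.0194 from limma with Benjamini-Hochberg adjustment). With single mice left out, the call of Nr1d1 was lost without control replicate 2 or infected replicates 1, 2 or 3, at log2 fold changes from 2.46 to 2.68.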

TLR contributes to host defense by regulating host innate and adaptive immune responses (Iwasaki and Medzhitov, 2004). TLR4 was involved in immune responses, including increased levels of tumor necrosis factor alpha and interferon gamma during clonorchiasis (Yan et al., 2015). Interestingly, we also found that *Irs2* and *Gpam* mRNA participated in “response to glucose” in biological processes. Moreover, “regulation of lipid metabolic process”, “negative regulation of fatty acid oxidation”, “Glucagon signaling pathway”, and “Fatty acid biosynthesis” demonstrated to be involved in *C. sinensis* infection. Therefore, we speculated that *C. sinensis* infection affected the cell function as well as lipid and glucose metabolism of the host.

Based on our previous miRNA expression profiling data (**Additional File: Table S1**) and differentially expressed lncRNAs and mRNAs, a ceRNA network was constructed, in order to explore the functions of lncRNAs. In ceRNA networks, mRNA *Gpam* and *Tnfrsf19* were negatively correlated with lncRNA *Gm8801* and *A_30_P01020438*, indicating an upregulation of *Gpam* and *Tnfrsf19* mRNA in the *C. sinensis*-infected group. *Gpam* mRNA is correlated with T lymphocyte proliferation, lipid metabolism, defense against viruses, and IL-2 secretion (Brockmoller et al., 2012; Warrier et al., 2015). In addition, *Tnfrsf19* mRNA belongs to the tumor necrosis factor receptor superfamily, which commonly transduces cytokine signals and is associated with poor prognosis in various types of cancer (Spanjaard et al., 2007; Fafilek et al., 2013; Loftus et al., 2013; Schon et al., 2014). Otherwise, *Irs2* mRNA was positively correlated with *Gm8801* and *A_30_P01020438* lncRNA, indicating a downregulation of *Irs2* in the *C. sinensis*-infected group. *Irs2* plays requisite roles in cell proliferation, apoptosis, migration, and tumor invasion (Lea et al., 2014; Zhao et al., 2014). Moreover, *Irs2* mRNA is also important in hepatic nutrient homeostasis, as it mediates the anabolic effects of insulin through the PI3K-Akt cascade (Rother et al., 1998; Andersson et al., 2004) and suppresses gluconeogenesis (Valverde et al., 2003). Therefore, we hypothesized that lncRNA *Gm8801* and *A_30_P01020438* might play important roles in host metabolism and liver injury in clonorchiasis by regulating its co-expressed mRNA.

In this study, a microarray approach was used to explore the differential expression profiles of lncRNAs and mRNAs in clonorchiasis for the first time. However, there were some limitations that should be addressed. We only analyzed the expression profiles of lncRNAs and mRNAs at 4 weeks after being infected with *C. sinensis*, which corresponds to the early stage. However, *C. sinensis* infection is a dynamic process; the expression profiles of lncRNAs and mRNAs are also needed for detection at the late stages of infection. Moreover, the potential interaction between LncRNA and mRNA is needed to validate in the future.

## Conclusions

In this study, we investigated the differential expression profiles of lncRNAs (388) and mRNAs (1,172) in the livers of mice infected with *C. sinensis*. Our results provided valuable insights into the lncRNAs and mRNAs involved in clonorchiasis, which may be useful for future control strategies. In the future, the functions of the differentially expressed lncRNAs and mRNAs in the pathogenesis of *C. sinensis* infection need to be further verified.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, accession ID: GSE188841.

## Ethics Statement

The animal study was reviewed and approved by the Care and Use of Laboratory Animals of the Ministry of Science and Technology, China.

## Author Contributions

SH and Xi-LZ offered advice for the article framework and conceived the conception and design of the trial. SH and Xi-LZ drafted the first manuscript and participated in trial communication and monitoring. Xu-LZ, XJ, XL, JD, JZ, SD, RC, BS, YH and NG modified the manuscript the carried out statistical calculations. All authors participated in revision of the manuscript and approved the final version.

## Funding

This work was supported by the National Natural Science Foundation of China (81971958, 81601785, and 81401684), Heilongjiang Provincial Natural Science Foundation of China (LH2020H016), Post-doctoral Science Foundation (LBH-Q174), and Postgraduate Research & Practice Innovation Program of Harbin Medical University (YJSKYCX2019-67HYD). The funder had no role in the study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

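The data are 1-colour Agilent mouse arrays of liver RNA from 3 control and 3 infected male BALB/c mice, 1 array per mouse, 4 weeks after infection with 100 metacercariae. For each array the authors deposited the scanner software's output, with flags for spots well above background, for saturation and for outliers, and the probe annotation. The intensity values are the processed signal, which the scanner software (Feature Extraction 10.7.1.1) had background-subtracted and adjusted within the array before the authors deposited the files, per the file headers. The authors also deposited a table of 55821 probes, 140 of them controls, with log2 values quantile-normalized over the 6 arrays in GeneSpring. Its columns hold the same set of values. Each correlated with the array's own log2 signal, from 0.99896 for control replicate 2 to 0.99991 for control replicate 3.

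Values were computed from the scanner output in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Control spots were removed, spots with an outlier flag (0.236% to 0.406% of the mouse spots per array) were set to missing, the processed signal was taken to log2 and quantile-normalized, and spots of the 432 probes on more than 1 spot were averaged. Probes named as lncRNA probes or carrying a noncoding RefSeq accession were classed as lncRNA (17394 probes) and the rest as mRNA (38287 probes). A probe was tested if it was well above background on at least 3 of the 6 arrays. The groups were compared with limma (lmFit and eBayes), and a probe was called at an absolute fold change of at least 2 and a Benjamini-Hochberg adjusted p below 0.05. The paper's methods name a fold change and Student's t test at p below 0.05. This was run as an alternative, unpaired and at an unadjusted p. For 3 mice against 3 an exact two-sided permutation test cannot give a p below 0.1.

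Simulated arrays held 35230 probes with independent noise, 200 of them changed by at least 2 on the log2 scale. On these, limma recovered 88.5% of the changed probes with 11 false calls among 188. The methods' test recovered 97.5% with 137 false calls among 332, and the same test after adjustment recovered 35% of them. Smaller changes, nearer the fold threshold, were not simulated. Camera called 10 of 10 shifted and 2 of 40 unshifted sets, whose genes were independent too. These counts do not cover lists with correlated genes.

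The genes named in the text are those the paper names, the 5 largest increases and the 5 largest decreases of each class among called probes whose groups do not overlap, the genes of 18 lists and the most central nodes of the authors' network table. This rule, the lists, the tests and the alternatives were fixed before the data were examined, except where the closing section says otherwise. Values in the paper's tables for the genes it names, and a sample of other entries of its supplementary tables, had been seen by then. Where several probes read a gene, the one the paper lists was used, or else the brightest, and other tested probes are given beside it where a gene the paper names is reported with its value. A probe not well above background on every array of 1 group is given with a bound, for which signals of that group were raised to the lowest signal well above background on the same array.

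The lists cover female-biased and male-biased liver genes, sex chromosome genes, clock genes of the Bmal1 phase and of the Dbp phase, fasting-induced and feeding-induced genes, bile duct, fibrosis, type 2 immunity, leukocyte, acute phase, proliferation and housekeeping genes, genes of pancreas, kidney and intestine, and TLR4 and cytokines. Of their 210 genes, 201 are on the array, 5 under another name, and 177 were tested. C4a was read by a probe that the array names C4b. Lists were tested with camera at a preset correlation of 0.01 and with fry, adjusted over the 18 lists. Under fry the calls of the female-biased, male-biased, clock, feeding-induced and TLR4 lists held and those of the fibrosis and proliferation lists did not; with the correlation estimated from the data, no list passed.

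Alternatives were a shift by the 75th percentile in place of quantile normalization, normexp background correction with an offset of 50, 3 other filters on dim probes, slide or replicate number as a term, the authors' own values, outlier-flag spots kept, the methods' test with and without adjustment, other thresholds, the median over the probes of a gene, other set tests and clusterings, and each of the 6 mice left out in turn. Pairs of lncRNA and mRNA probes were counted at a correlation of at least 0.9 in size with p below 0.01, and in 20 simulated sets of arrays. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The qRT-PCR measurements, the miRNA arrays and the GO and KEGG annotation were not analysed here. Results for a few genes, among them members of the lists, are not reported here.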

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

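The counts over other splits of the 6 mice were chosen for the lists after their shifts were seen. Each result below is a shift between the groups in a gene list that the paper does not test as such. The paper does discuss lipid metabolism, which the feeding-induced list of lipid synthesis genes bears on. For every list the infected arrays also had fewer probes well above background than the control arrays (33515 against 36227 on average), and the shift is given with slide as a term, within the second slide (without control replicate 1) and under a shift by the 75th percentile in place of quantile normalization. The slide term and the second slide alone both leave control replicate 1 out of the comparison and are not separate checks.

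The 17 tested female-biased liver genes had a median log2 fold change of 4.65 (adjusted p = 1.7e-11 from camera, 0.0108 from fry, and from 9.1e-12 to 0.2504 over the alternatives), with 16 higher in infected mice, 9 called and 13 called when adjusted over the list alone. The median was 4.77 with slide as a term, 4.81 within the second slide, 4.61 with the percentile shift, 2.77 with normexp background correction and 1.89 when only probes well above background on all 6 arrays were tested. It was 2.60, 2.79 and 2.99 without infected replicates 1, 2 and 3. In those fits a gene well above background in no control mouse cannot meet the filter of 3 arrays. As 7 of the 17 genes carry a bound, the list tested can change there, and the fall is not a measure of dependence on single mice. Hao2 and Cyp2b13 of this list are among the 5 largest mRNA increases, and the probes of 10 of its tested genes are in the authors' tables. The 17 tested male-biased genes were all lower, with a median of -0.83 (adjusted p = 2.7e-06 from camera and 0.0343 from fry, and from 1.9e-06 to 0.2504 over the alternatives), 3 called and 7 called when adjusted over the list alone. Their median was -0.64 with slide as a term, -0.63 within the second slide, -0.68 with the percentile shift and -0.43 without control replicate 3, and -1.36 without infected replicate 2. The tables argue against female animals in the infected group, since 3 of 4 Y-linked genes were well above background in all infected mice and Xist was in none; the 3 tested sex chromosome genes had a median of 0.42 (adjusted p = 0.576 from camera). A loss of the male pattern of liver expression could move both lists in these directions. The male-biased median of -0.83 is itself a shift to be explained and does not test it. Its members fell unevenly: Elovl3 (-6.05), Moxd1 (-5.82, a fitted value resting on background signal) and Cyp7b1 (-4.29) were the 3 called. Cyp4a12a (-0.44), Cyp2d9 (-0.59), Slco1a1 (-0.44) and Ugt2b1 (-0.49) changed little and were not called. Of the 10 splits of the mice, 1 gave a female-biased median as large, the real one, and 3 gave a male-biased median as large (the largest other 0.969), and with 10 splits chance cannot be excluded. An effect of infection stays open and was not tested apart from the other differences between the groups.

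The 5 tested clock genes of the Bmal1 phase had a median log2 fold change of -1.15 (adjusted p = 4.4e-04 from camera and 0.0198 from fry, up to 0.2504 over the alternatives), all lower, with 1 called and 3 called when adjusted over the list alone. The 11 tested genes of the Dbp phase had a median of 1.18 (adjusted p = 4.4e-04 from camera and 0.0343 from fry, up to 0.327 over the alternatives), with 10 higher, 3 called and 6 called when adjusted over the list alone. With slide as a term the medians were -1.38 and 0.97, within the second slide -1.38 and 0.97, and with the percentile shift -1.27 and 1.24. Normexp background correction brought them to -0.58 and 0.77, and both still passed. The opposite directions, 2.33 apart in their medians, are consistent with the groups having been killed at different times of day, which may be a matter of sampling or an effect of infection on the clock; the design gives no time of day, so these were not separated. Nr1d1, which the paper names, belongs to the Dbp phase. Only the real split, 1 of 10, gave a median as large for either list, and with 10 splits chance cannot be excluded.

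The 14 tested feeding-induced genes had a median log2 fold change of 3.09 (adjusted p = 1.3e-12 from camera and 0.00908 from fry, and from 1.5e-13 to 0.2504 over the alternatives), all higher, with 11 called. The median was 3.16 with slide as a term, 3.18 within the second slide, 3.27 with the percentile shift and between 2.93 and 3.32 with a mouse left out. Gpam and Acacb, which the paper names, are on this list, and the probes of 9 of its genes are in the authors' tables. A difference in feeding state at death would lower the fasting-induced genes; their median was -0.24 over 15 genes (adjusted p = 0.225 from camera), with members that went both ways, so a difference in feeding and a change in lipid synthesis under infection cannot be told apart from these lists. The fasting-induced median passed with slide as a term, at -0.43, and without control replicate 1, at -0.42. Of the 10 splits, 1 gave a feeding-induced median as large, and chance cannot be excluded with so few.

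The 11 tested fibrosis genes had a median log2 fold change of 0.65 (adjusted p = 0.0193 from camera and 0.163 from fry, and from 3.2e-04 to 0.556 over the alternatives), with 9 higher and none called by limma, over all probes or over the list alone. The median was 0.89 with slide as a term, 0.90 within the second slide and 0.74 with the percentile shift, and it did not pass without control replicate 2 (0.54), control replicate 3 (0.56) or infected replicate 3 (0.60). In 2 of 10 splits the median was as large, so chance cannot be excluded. An effect of infection stays open.

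The 10 tested proliferation genes had a median log2 fold change of 1.09 (adjusted p = 0.00106 from camera and 0.117 from fry, and from 7.0e-04 to 0.507 over the alternatives), with 9 higher, none called over all probes and 4 called when adjusted over the list alone. The median was 0.99 with slide as a term, 0.99 within the second slide and 1.03 with the percentile shift. Only the real split, 1 of 10, gave a median as large, though the next reached 0.95, and chance cannot be excluded. Which cells the signal came from was not tested.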

How the results depend on the processing

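The authors' values combined with the methods' test were added as an alternative after the data were seen; the others were planned.

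The counts of called probes depended on the test, the filter and single mice. The 442 mRNA probes higher, 275 lower, 48 lncRNA probes higher and 141 lower became 901, 608, 114 and 270 with the methods' t test, run unpaired. They became 14, 11, 0 and 5 with the same test after adjustment, and 1100, 877, 153 and 337 with limma at an unadjusted p. With the authors' values and the methods' test the counts were 908, 605, 112 and 267. With every probe tested they were 198, 111, 16 and 50, and with replicate number as a block 187, 145, 12 and 80. The numbers of the replicates do not pair the mice: deviations from the group means of same-numbered mice correlated at 0.197, 0.0456 and -0.0117 across probes. Normexp background correction gave 24 and 74 lncRNA probes higher and lower, and slide as a term gave 419 mRNA probes lower. The more probes tested, the stricter the adjustment, which shows in the count without a filter; for the other settings the cause was not tested. The remaining alternatives kept each count within 1.5 times, and every probe called in the reported fit that could be tested kept its direction under every alternative of the counts.

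With mice left out in turn, mRNA probes higher ran from 23 (without infected replicate 2) to 455 (without control replicate 1), mRNA probes lower from 18 to 356, lncRNA probes higher from 0 (without infected replicate 1, 2 or 3) to 50 and lncRNA probes lower from 6 to 159. These fits have fewer arrays, and the lowest counts all leave an infected mouse out. Without infected replicates 1, 2 and 3, 49, 47 and 130 probes were called in all, and without control replicates 2 and 3, 252 and 625.

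The first split of the clustering put between 0 mice and 1 mouse on the wrong side with mice left out, the 1 without control replicate 2, and 0 under all other alternatives, Euclidean distance with complete linkage included. Of the pairs past the correlation threshold, 165264 in the reported count, 81409 passed when pairs came from limma-called probes, a set with fewer probes.

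With the median over the probes of a gene, of 26 named probes 8 stayed within the SD of the replicates, 16 moved past it with the same sign and 2 changed sign, the only ones among all alternatives: Cpne5 to 0.0336 and the lncRNA of A_30_P01024647 to 0.28, since their other probes did not move with the one reported. Of 59 probes named from the paper or the largest changes, 24 lost their call without a filter, 25 with replicate number as a block, 14 with normexp correction, 7 with slide as a term and 2 with the percentile shift, and none changed sign in any of these. Of those that could be tested with an infected mouse left out, 41, 42 and 32 of 52 lost their call without infected replicates 1, 2 and 3.

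Every gene list kept the sign of its median under every alternative except pancreas and intestine, whose medians are near 0 or rest on 2 genes. With the correlation between genes estimated, the medians of the female-biased (4.65), male-biased (-0.83), Bmal1-phase (-1.15), Dbp-phase (1.18), feeding-induced (3.09), fibrosis (0.65), proliferation (1.09) and TLR4 (-0.47) lists no longer passed; this test takes the members of a list as correlated, which widens its error. Fry did not call fibrosis (0.65) or proliferation (1.09). The fasting-induced median passed with slide as a term (-0.43) and the TLR4 median then did not (-0.41). The type 2 immunity median passed without a filter (-0.92), when dim genes enter the list. With mice left out, the medians ran from -1.23 (without control replicate 3, where it passed) to -0.15 for bile duct, from -0.44 (without infected replicate 3) to -0.10 (without infected replicate 1) for fasting-induced genes, from 0.54 to 0.90 for fibrosis, and from -0.82 (without control replicate 2) to -0.25 for leukocyte genes, which also passed without infected replicate 1 (-0.71).

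Signal over background limits the folds: where a group was not well above background on every array, the fitted value rests on background signal and only the bound is a measure of the fold, and Adamts13, such a probe, went from 4.47 to 1.18 under normexp correction. Median over the probes of a gene has no value for genes with 1 tested probe, and the filter on all 6 arrays has none for probes dim in a group.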

Differences from the paper's values

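All alternatives in this part were set before the data were examined, except the authors' values with the methods' test. The paper reports 115 lncRNAs higher and 273 lower, 388 in all, where limma called 48, 141 and 189 lncRNA probes. It reports 687 mRNAs higher and 485 lower, 1172 in all, where limma called 442, 275 and 717 mRNA probes. The classes are not quite the same. By the rule used here, 19 probes of Table S2 fell under mRNA and 4 of Table S3 under lncRNA. With the test that the paper's methods name, at an unadjusted p, the counts were 114, 270 and 384 for lncRNA and 901, 608 and 1509 for mRNA, all within 1.5 times the paper's values, as they were (112, 267 and 379, and 908, 605 and 1513) with the authors' own values and the same test, a setting chosen after the values were seen.

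Other alternatives came within 1.5 times the paper's values for part of the counts. For lncRNA, limma at an unadjusted p did so for all 3 counts, slide as a term for the 273 lower (210) and the 388 in all (260), and the percentile shift for the 273 lower (190). For mRNA, the percentile shift (532, 329 and 861) and slide as a term (459, 419 and 878) did so for all 3 counts, the filter on all 3 arrays of a group (504 and 822) and limma without a fold threshold (539 and 846) for the 687 higher and the 1172 in all, the filter on all 6 arrays for the 687 higher (471), and leaving out control replicate 1 for the 485 lower (356) and the 1172 in all (811). The rest did not: normexp correction, no filter, replicate number as a term, the authors' values with limma, outlier-flag spots kept, the methods' test after adjustment, and the other mice left out.

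The microarray bar of Gm8801 in Fig. 3B stands at about -1.3, read by eye, where the log2 fold change here was -2.53, and no alternative came within the replicate spread of it. The microarray bar of Fate1 in Fig. 3B stands at about -2.6, read by eye, against a fitted -1.44 here, and no alternative came within the replicate spread of it either. For Fate1 the fitted value rests on background signal in infected mice. Its bound, at least 1.94-fold lower, does not exclude the bar. The Gm8801 bar stands near the value found here for Fate1, and the Fate1 bar near that for Gm8801, but the microarray bar of Gm8801 in Fig. 7B also stands at about -1.3, read by eye. The other microarray bars of Fig. 3 lie within the replicate spread of the values here, and the fold changes of Tables S2 and S3 for 43 probes of named genes, Gm8801 and Fate1 included, lie within 0.00994 of them on the log2 scale. Over all 1548 listed probes that were tested, the median gap was 0.00267 and the largest 0.462, with 1 probe outside the replicate spread. Table S3 as available here lists 1160 of the 1172 mRNAs that the paper states. The counts of list genes in the authors' tables rest on the same listing.

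In Fig. 6A the bar of A_30_P01032756 ends at about 25, read by eye, where the paper's own network table lists it with 29 mRNAs. The bar of Ppp1r10 in Fig. 6D ends at about 23, read by eye, against 26 in that table, and the bar of Map3k9 in the same panel at about 18, read by eye, against 21. The bars of Gm8801, Cpne5 and Adamts13 end at the number in the table. Under both sources A_30_P01032756 has the highest degree among the higher lncRNAs.

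The paper lists Btg2, Fate1 and Snhg3 as differentially expressed, and limma did not call them (log2 fold changes of -1.16, -1.44 and -2.34). All 3 pass the methods' test. Btg2 was called with normexp correction (-1.04), Fate1 with the percentile shift (-1.61), and Snhg3 with slide as a term (-2.84) and without control replicate 1 (-2.86). The other 38 of the 41 genes and probes the paper names were called in the direction it gives. Ranked by fitted value, the large decreases it names, in Dmbt1 and 4930581F22Rik, were also the largest decreases of their class here. Both rest at least in part on background signal in infected mice, as do some of the next decreases, so their true order is not known. Gm6135 fell under mRNA by the rule on accessions. Its fitted rise exceeds that of every called lncRNA probe, the next being A_30_P01030223 at 4.06. That value also rests on background signal and has only a bound.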

Other observations

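The tests of bile duct genes within the controls, of pancreas genes, of mRNA probes of matched signal, and of other splits for the TLR4 list were chosen after the results they concern were seen; the others were planned.

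Only the real split of the mice, 1 of the 10 splits, gave as many called probes as the 906 reported, and the largest number in any other split was 1. With 10 splits chance cannot be excluded by this count. For the list of TLR4 and cytokines also, 1 of the 10 splits, the real one, gave a median as far from 0 as -0.47; the next reached 0.44, and chance cannot be excluded.

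A label exchange between the groups would turn the infection response around. The fibrosis list was higher in the mice labelled infected, at 0.65, while the medians of bile duct (-0.67, adjusted p = 0.179 from camera), leukocyte (-0.45, adjusted p = 0.154) and type 2 immunity genes (-0.32, adjusted p = 0.124) were lower without passing. These lists go both ways, so an exchange of labels and a weak response at 4 weeks cannot be told apart by them. The acute phase list had a median of -0.11 (adjusted p = 0.576) and the housekeeping list of 0.13 (adjusted p = 0.225), which fry alone called (adjusted p = 0.0446).

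Most of the pairs past the correlation threshold may follow from the difference between the groups: simulated arrays that hold only the group means and independent noise gave 1.07 times the observed number among the probes that passed the methods' test. Among limma-called probes the simulated arrays gave 0.952 times the observed 81409, which lay above the largest of the 20 simulated counts, 81193. Probes chosen for a group difference correlate over both groups whether or not they vary together within a group. On deviations from the group means the observed share, 1.58%, was above the simulated 1.00%, so some shared variation within groups is left, without telling which pairs carry it.

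Gm8801 and Ppp1r10 lie near each other on chromosome 17, and the log2 fold changes of the Gm8801 probe and of the Ppp1r10 probe A_55_P2078246 differ by -0.0197 (SD of the difference over mice 0.167). The probe named Gm8801 might read Ppp1r10 transcripts, or both genes might fall together. The paper's Table 1 describes Gm8801 as a pseudogene of Ppp1r10, and whether the Gm8801 probe matches the sequence of Ppp1r10 was not tested. A second Ppp1r10 probe, A_55_P2078247, was not well above background in any infected mouse, so its fall is known only to be at least 1.68-fold and does not separate the explanations. These explanations cannot be told apart here.

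Called lncRNA probes were mostly lower (25.4% higher) and called mRNA probes mostly higher (61.6% higher). Weaker detection of dim probes on the infected arrays could give such a difference, as called lncRNA probes are dimmer (median log2 signal 6.19 against 8.24). Called mRNA probes weighted to the signal of the called lncRNA probes, over 10 ranges of signal, were higher in 56.4%, which argues against this as the whole cause. Among called probes well above background on every array, 29.8% of lncRNA and 66.6% of mRNA probes were higher. In the dimmest range alone 39.7% of called mRNA probes were higher.

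Dmbt1 and Pax2 were far lower in infected mice, and tissue of another organ in the control samples is a candidate explanation. Of the 13 tested genes of pancreas, kidney and intestine, 0 were called lower. The pancreas genes argue against pancreas, as the largest fall among the 6 tested was -0.11 and their median -0.00 (adjusted p = 0.754 from camera). The kidney list had a median of -0.34 (adjusted p = 0.152 from camera), with Umod at least 3.00-fold and Kap at least 1.84-fold lower without being called. It rested on single mice, as the median was -0.52, -0.19 and -0.12 without control replicates 1, 2 and 3, -0.16 and -0.74 without infected replicates 1 and 2, and -0.85 with slide as a term. The intestine list had a median of -0.30 (adjusted p = 0.652 from camera), from -0.68 to -0.11 with a mouse left out. The intestine median rests on 2 genes that went opposite ways, Vil1 at least 3.08-fold lower and Fabp2 at 1.02, and says nothing about the tissue. Of the 22 genes of these lists on the array, 6 were not well above background in any control mouse. Among the 8 intestine genes only 2 met the filter, although any gene well above background in all 3 control mice would have met it, and this argues against intestine tissue in every control sample; tissue in only some of the control samples is not excluded by this. All 5 tested kidney genes were lower and none was called. Tissue of kidney, or of intestine in part of the samples, and a change in the liver cannot be told apart.

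Dmbt1 was 4.43 higher on the log2 scale in control replicates 1 and 2 than in control replicate 3. More bile duct tissue in the samples of control replicates 1 and 2 might raise it: the bile duct genes were higher there by a median of 1.28, with 10 of 12 higher, among them Epcam (4.17), Prom1 (3.91) and Krt19 (2.41), while Cldn4 (-0.11) did not differ and Krt23 went the other way (-1.62). The comparison rests on 3 mice and cannot be told apart from a difference in expression between them. The bile duct list shifts between the groups by -1.23 without control replicate 3 and by -0.15 without control replicate 1.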
